A study of Homo sapiens with 18 samples.

How the data were processed

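RNA was measured by bulk RNA sequencing in 18 libraries from 2 human diffuse large B-cell lymphoma cell lines, OCI-Ly1 and TMD8. Each line had 3 groups: cells given 0.01% DMSO as the vehicle, 150 nM JIB-04 or 500 nM JIB-04. Each group had 3 libraries. Per the labels' protocols, total RNA was purified on columns, ribosomal RNA was depleted, and paired-end libraries were made as technical triplicates and read on an Illumina HiSeq. The labels do not state whether the 3 libraries of a group came from 1 treated culture or from separate ones. If from 1, the spread between them is that of library preparation and sequencing, and no adjusted p-value given here covers the spread between cultures. OCI-Ly1 was grown in IMDM and TMD8 in RPMI, so cell line and medium changed together. The labels name no treatment time, sequencing batch or date.

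The authors deposited 1 table of estimated counts and 1 table of TPM (transcripts per 1000000) for each cell line, with the same 23686 gene symbols in all of them. The tables' names give kallisto as the program that made them; its version, index, genome build and annotation are not stated, nor is the step from transcripts to genes. No coordinates are given for that reason. The deposited estimated counts were not all whole numbers and were not scaled for depth, and they were rounded to whole numbers before any count test. The deposited TPM values summed to 1000000 in each library and were used only in alternatives. Genes are named by the symbols of the tables. Of the 23686 symbols, 22689 (95.8%) matched a current or unambiguous older symbol in the RefSeq and gene-name tables used here. No strand was stated for the counting, so overlapping and antisense genes, and near-identical gene copies such as metallothionein, HSPA1A and histone genes, were treated as uncertain where the program could have split reads between them.

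Library totals ran from 17579732 to 32651115 estimated counts in OCI-Ly1 and from 9550092 to 20509500 in TMD8. Counting intervals cover counting error only, since the libraries carried no molecular identifiers. A group whose libraries all had at most 3 counts of a gene was taken as at the floor; fold changes against such a group are not given. The 18 pairs of libraries within groups were compared gene by gene: chi-square per degree of freedom ran from 1.65 to 11.4 and the smallest correlation of log2 counts per 1000000 was 0.988. No pair agreed within sampling noise, so all libraries were kept as separate technical replicates.

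The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization and edgeR's own low-count filter by group. The 9 libraries of a cell line were fitted together with a term per group and no covariate, and each dose was compared with DMSO and with the other dose. The p-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. The difference between cell lines was tested in 1 fit of all 18 libraries, as the change against DMSO in OCI-Ly1 minus that in TMD8 at the same dose. Normalised read counts are TMM counts per 1000000 (CPM), given as mean ± SD of 3 libraries.

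Gene lists were tested with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between members. The 14 lists were JmjC demethylases, H3K9 methylation and heterochromatin, B-cell identity, interferon-stimulated, p53 targets, hypoxia-inducible, metal-responsive, integrated stress response, mitotic, DNA replication, NF-kB targets, cholesterol synthesis, ribosome biogenesis, and zinc-finger (ZNF) genes taken by symbol. They held 351 named genes, all matched to the tables, 12 of them through an older symbol, plus 472 ZNF genes; no gene was in more than 1 list. A list needed at least 5 tested members. The p-values were adjusted over the 56 tests of lists against DMSO, and separately over the 28 tests of the difference between lines. Lists, contrasts, tests, alternatives and the rule for named genes were fixed before the data were examined, except where stated.

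The rule for named genes took, for 500 nM against DMSO, the 3 genes with the largest rise and the 3 with the largest fall in each line. Such a gene needed an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, more than 3 counts in every library compared, and no overlap between the groups. The rule also took the 3 genes with the largest rise and fall in both lines, by the smaller of the 2 changes, and the 2 genes with the largest difference between lines in each direction at 500 nM. For the difference a gene needed an adjusted p under 0.05, more than 3 counts in each of the 12 libraries and a mean of at least 5 CPM in some group, while overlap between groups was allowed. KDM4A, KDM4B and KDM4C were always named, and at most 3 called members of a list past the threshold. A gene that the rule gives is not reported here. Genes named outside this rule are said to have been chosen after their values were seen.

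The tests were checked on simulated counts drawn for the real genes, with 200 genes changed. edgeR recovered 94.5% of them among 15638 genes in OCI-Ly1 and 96.5% among 15363 in TMD8, with 6.44% and 3.50% of calls false. For the difference between lines it recovered 92.4% of 384 changed genes among 14483, with 7.79% of calls false. DESeq2 recovered 93.5% and 94.5% in OCI-Ly1 and TMD8, with 8.78% and 3.57% of calls false. Limma recovered 94.0% and 96.0%, with 6.47% and 3.03% of calls false. The slope of the estimated on the true changes was 0.894 and 0.871 for limma, against 1.01 and 1.00 for edgeR. No recovered gene had the wrong direction. These rates are for 200 or 384 changed genes of the sizes planted. They may not hold at 500 nM, where 8387 and 9324 genes were called against DMSO. Camera found a list of planted genes in each line and called 0 of 20 random lists. That simulation does not show how often camera with the preset correlation calls lists in the real libraries. Splits that do not follow the treatment, given below, do not show it either. With 3 libraries per group, each has unequal shares of treated libraries on its sides, so part of the treatment difference remains.

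Doses within a line share their DMSO libraries, so their fold changes correlate without any effect. Unchanged groups were simulated 20 times per line against shared controls to give the value expected from sharing alone. Correlations across genes describe the genes measured; genes are not independent replicates.

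The alternatives were other size factors (RLE), library size alone, no low-count filter, at least 10 counts in every library, only the groups compared, the replicate number as a block, leaving out each library in turn, glmTreat, DESeq2 1.42.0, and limma on log2(TPM + 1) and log2(TPM + 0.1). For lists they were fry, camera with the correlation estimated from the libraries, library size alone, the block, and leaving out each library. The alternatives added after seeing the data were thinning the counts to the smallest library, centring log2(TPM + 1) on each library's median, the alternatives for list differences between lines, removing each library's trend on GC content, and adding another split of 6 OCI-Ly1 libraries as a term. Trends on GC content, transcript length or expression were removed per library with a lowess span of 0.3. GC content was the mean over the transcripts of a gene in GENCODE and was known for 94.6% of 16604 genes; relative transcript length was taken from the ratio of counts to TPM.

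For the closing section, 56 tests of explanations were run. The limits that decided them were set by the analyst, and several were fixed only after the values were known. Even background was simulated 100 times per line with negative binomial counts, at the largest dispersion of edgeR's trend. With 3 libraries against 3 there are 10 splits, so no split test here can give a share under 0.1. Tables were drawn and figures made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.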

Results

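The series measured the RNA of OCI-Ly1 and TMD8, cell lines derived from human diffuse large B-cell lymphoma, after treatment with JIB-04, a small molecule that inhibits Jumonji-domain (JmjC) histone demethylases. Its title places the work in a study of heterochromatin as a weak point of lymphoma cells. Each line was given DMSO, 150 nM JIB-04 or 500 nM JIB-04, with 3 libraries prepared from each treatment as technical replicates. Library totals of estimated counts in OCI-Ly1 were 25545170, 17579732 and 25355038 with DMSO, 25042724, 24591612 and 19283474 at 150 nM, and 32651115, 24830313 and 28946353 at 500 nM. In TMD8 they were 16790982, 18382579 and 20509500 with DMSO, 13706043, 14250711 and 19560073 at 150 nM, and 14803022, 13106746 and 9550092 at 500 nM. Between 17225 and 19005 genes had a count above 0 in a library. The first principal component held 60.7% of the variance in OCI-Ly1 and 67.9% in TMD8 and ordered the groups by dose in both lines. On that component the OCI-Ly1 libraries lay from -36.6 to -30.1 with DMSO, from -20.3 to -15.5 at 150 nM and from 46.6 to 53.8 at 500 nM. The TMD8 libraries lay from -51.3 to -42.04 with DMSO, from -4.51 to 13.9 at 150 nM and from 40.2 to 42.02 at 500 nM. The labels call the replicates technical and do not state whether cultures were separate, so it is not known whether the adjusted p-values below cover the spread between cultures.

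The first comparison asked how each dose changed expression within a line. In OCI-Ly1, 15638 genes were tested. At 150 nM, 117 genes were higher and 22 lower than with DMSO (edgeR, adjusted p under 0.05), and 30 of these changed by at least 1 on the log2 scale. At 500 nM, 4330 genes were higher and 4057 lower than with DMSO, 1388 of them by at least 1. Against 150 nM, 3930 genes were higher and 3302 lower at 500 nM, with 1021 past a log2 change of 1. In TMD8, 15363 genes were tested. At 150 nM, 2955 were higher and 3835 lower than with DMSO, and 558 changed by at least 1. At 500 nM, 4601 were higher and 4723 lower than with DMSO, 1567 of them by at least 1. Against 150 nM, 2111 were higher and 2298 lower at 500 nM, with 256 past 1, or 388 without the third 150 nM library. In OCI-Ly1 the share of tested genes whose libraries did not overlap between groups was 14.02% for 150 nM against DMSO, 60.7% for 500 nM against DMSO and 55.6% for 500 nM against 150 nM. In TMD8 the shares were 51.4%, 66.4% and 44.8%, where chance gives 10% for 3 libraries against 3. The coefficient of variation that edgeR fitted between libraries was 6.84% in OCI-Ly1 and 5.30% in TMD8.

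The count at 150 nM in OCI-Ly1 was the least stable. Leaving out the first 150 nM library raised it to 264 higher and 75 lower genes, and leaving out the second lowered it to 60 and 5. Leaving out the second DMSO library gave 74 and 12, and leaving out the first and the third raised the genes lower to 36 and 50. Among the other alternatives, the numbers moved farthest without a low-count filter, to 220 and 103. The genes lower fell to 1 on each TPM scale, with 60 higher on log2(TPM + 1), 73 on log2(TPM + 0.1) and 49 on the centred scale. A split of the same 6 libraries that did not follow the treatment, with DMSO libraries 1 and 2 and 150 nM library 1 against the others, gave 731 genes against the 139 of the treatment groups. At 500 nM the counts moved most with the scale of measurement. Of the genes called in OCI-Ly1 at 500 nM against DMSO, 51.6% were higher, but 64.0% were with library size as the only scaling, 71.9% on log2(TPM + 1) and 32.3% on log2(TPM + 1) centred on each library's median. In TMD8 at 500 nM the shares were 49.3%, 59.4%, 18.8% and 48.3% in the same order. For 150 nM against DMSO in TMD8 they were 43.5%, 60.5%, 21.3% and 35.98%. For 500 nM against 150 nM they were 54.3%, 67.9%, 72.7% and 31.8% in OCI-Ly1 and 47.9%, 48.7%, 10.4% and 41.7% in TMD8, and for 150 nM against DMSO in OCI-Ly1 84.2%, 87.4%, 98.4% and 98%. The median log2 fold change of all genes at 500 nM against DMSO moved with these scales from -0.00330 to 0.101 on log2(TPM + 1) and -0.124 after centring in OCI-Ly1. In TMD8 it moved from 0.0414 to -0.219 on log2(TPM + 1) and 0.134 with library size alone. For 500 nM against 150 nM it moved from 0.00580 to -0.109 after centring and 0.0854 with library size alone in OCI-Ly1. In TMD8 it moved there from 0.0130 to -0.138 on log2(TPM + 1). For 150 nM against DMSO in TMD8 it moved from 0.0113 to -0.0976 on log2(TPM + 1) and 0.0966 with library size alone. On log2(TPM + 0.1) the TMD8 medians were -0.309 for 500 nM against DMSO, -0.194 for 500 nM against 150 nM and -0.135 for 150 nM against DMSO. Fold changes below are relative to the TMM scaling.

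**Figure D1:**
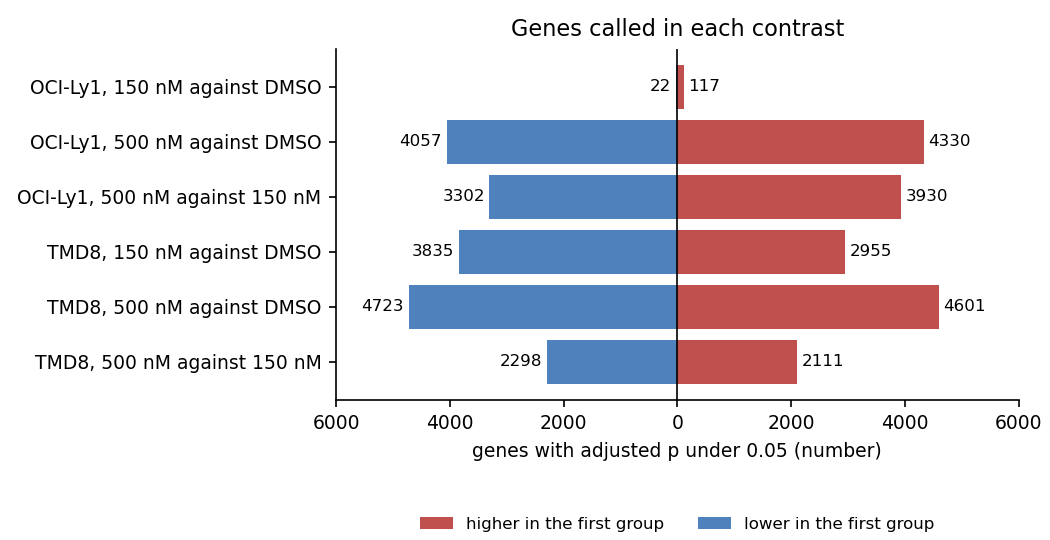
Number of genes with an edgeR adjusted p under 0.05 in each contrast, with genes higher in the first-named group to the right and genes lower to the left. The 150 nM contrast in OCI-Ly1 has 117 and 22 genes, and the same contrast in TMD8 has 2955 and 3835.

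Changes at the doses were compared within each line. In OCI-Ly1, 136 of the 139 genes called at 150 nM were called in the same direction at 500 nM (97.8%, against 53.6% of all tested genes called at 500 nM in either direction), and 131 of them changed further. Spearman's rho across the 15638 genes was 0.540 and Pearson's r 0.595. The doses share their DMSO libraries, and simulated unchanged groups against shared controls gave a mean rho of 0.466 (SD 0.0068, highest 0.476 in 20 simulations), so much of this rho can come from the shared controls, though 0.540 lay above the highest simulation. It was 0.436 without the first 150 nM library, a case that was not simulated. In TMD8, 6342 of the 6790 genes called at 150 nM were called in the same direction at 500 nM (93.4%), 5844 of them changed further, and 8 were called in the opposite direction. Spearman's coefficient was 0.898 and r 0.902, above the simulated mean of 0.420 (highest 0.442). The simulations called at most 5 genes at a dose and at most 2 at both.

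The inhibitor's target family was examined first among genes. KDM4A, KDM4B and KDM4C encode JmjC demethylases of histone H3 lysine 9. KDM4A was at 81.5 ± 2.98 CPM (SD, n = 3 technical replicates, as for all values in this form) with DMSO, 84.5 ± 6.43 at 150 nM and 111 ± 6.10 at 500 nM in OCI-Ly1. At 500 nM its log2 fold change was 0.44 (SE 0.06, edgeR adjusted p 1.6e-05). In TMD8 it was at 64.4 ± 1.89, 76.0 ± 3.50 and 84.2 ± 2.46 CPM, with log2 fold changes of 0.24 (SE 0.05, edgeR adjusted p 9.4e-04) at 150 nM and 0.38 (SE 0.05, edgeR adjusted p 4.1e-06) at 500 nM. KDM4C rose at 500 nM by 0.30 in OCI-Ly1 (SE 0.06, edgeR adjusted p 3.7e-04), from 78.5 ± 1.498 to 96.7 ± 6.003 CPM, and by 0.39 in TMD8 (SE 0.06, edgeR adjusted p 1.1e-05), from 75.7 ± 5.80 to 98.9 ± 2.86 CPM. KDM4B did not change detectably in OCI-Ly1 (34.4 ± 0.544 to 36.4 ± 1.53 CPM, log2 fold change 0.08, SE 0.09, edgeR adjusted p 0.45) and rose by 0.28 in TMD8 (75.8 ± 1.86 to 92.4 ± 2.74 CPM, SE 0.05, edgeR adjusted p 5.8e-05). The rises of KDM4A and KDM4C in OCI-Ly1 stayed past the threshold under all 17 alternatives run for each. In TMD8 the 3 rises stayed past it on the centred TPM scale (0.26 for KDM4A, 0.27 for KDM4C and 0.17 for KDM4B) but not on log2(TPM + 1), where the limma log2 fold changes were 0.01, 0.02 and -0.08, or on log2(TPM + 0.1). In OCI-Ly1 KDM4B moved by -0.03 on the centred TPM scale and by -0.05 after the GC trend was removed. None of the 3 genes differed between the lines at 500 nM (edgeR adjusted p for the difference 0.42 for KDM4A, 0.20 for KDM4B and 0.63 for KDM4C).

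The list of JmjC demethylases had 22 tested members in each line. At 500 nM its median log2 fold change was 0.26 in OCI-Ly1, with 18 members higher (camera adjusted p 0.0020), and 0.30 in TMD8, with 14 higher (camera adjusted p 0.045). In OCI-Ly1, 16 members were called higher and 1 lower over all genes, and the same numbers adjusted over the list alone; in TMD8 the numbers were 13 and 3 both ways. The TMD8 call held only without the first DMSO library (camera adjusted p 0.024) and was lost without any of the other 5 libraries (camera adjusted p up to 0.078). At 150 nM the medians were 0.02 and 0.06 and neither passed the threshold (camera adjusted p 0.39 and 0.12, though for TMD8 0.024 with library size alone and a fry adjusted p of 0.0034), with 0 members called in OCI-Ly1 and 10 higher and 1 lower in TMD8, the same adjusted over the list alone; without the first TMD8 DMSO library the list passed (camera adjusted p 0.036). These medians ran from 0.01 without the first 150 nM library to 0.04 without the second in OCI-Ly1, and up to 0.10 without the third in TMD8. KDM6B rose from 8.09 ± 0.546 to 28.4 ± 1.02 CPM in OCI-Ly1 and from 55.1 ± 0.758 to 113 ± 2.30 CPM in TMD8 at 500 nM. Its log2 fold changes were 1.81 and 1.04 (SE 0.10 and 0.07, edgeR adjusted p 3.4e-11 and 1.4e-09), and they differed between the lines by 0.81 (SE 0.12, edgeR adjusted p 3.1e-06). KDM5B rose by 1.51 in OCI-Ly1, from only 1.30 ± 0.429 CPM, and by 0.36 in TMD8, where its sign flipped to -0.02 on log2(TPM + 1). MINA went opposite ways, by 0.17 in OCI-Ly1 (SE 0.06, edgeR adjusted p 0.019) and by -0.94 in TMD8 (SE 0.07, edgeR adjusted p 3.3e-09), a difference of 1.15 (SE 0.10, edgeR adjusted p 7.1e-10). Its call in OCI-Ly1 was lost without the first DMSO library (edgeR adjusted p 0.090), the second DMSO library (0.061) or the first 500 nM library (0.11), and on the centred TPM scale.

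**Figure D2:**
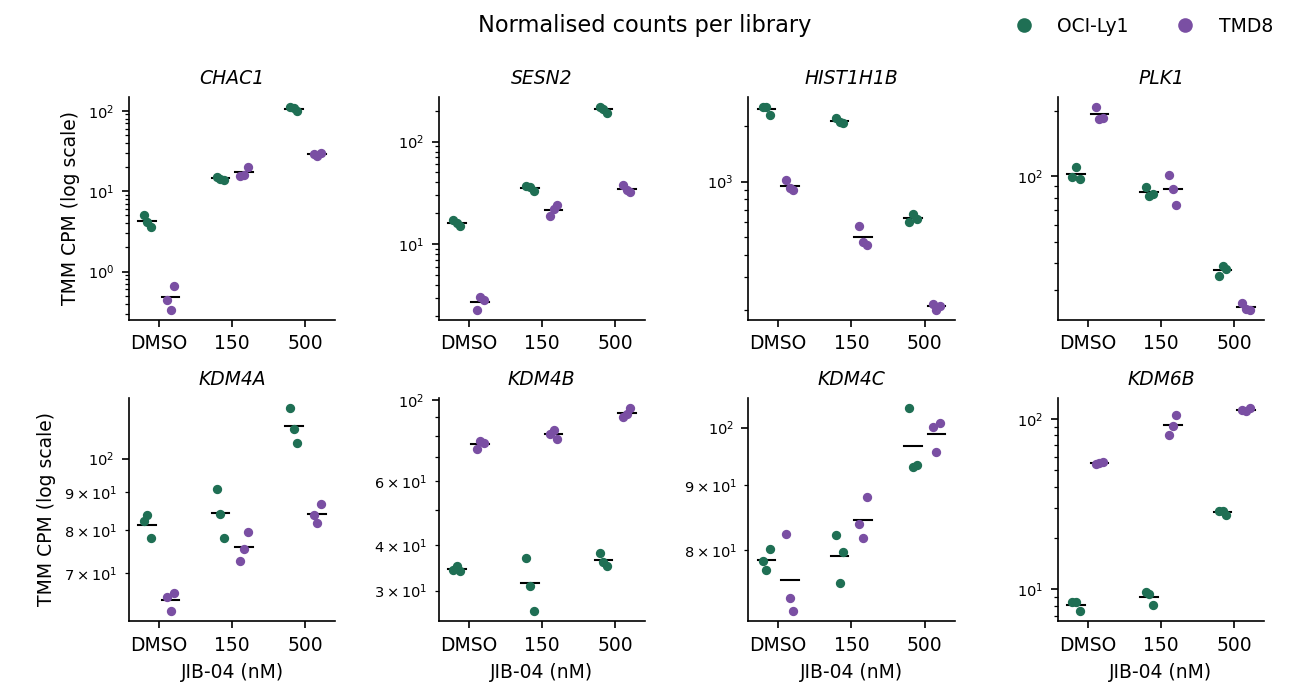
TMM-normalised counts (CPM) of 8 named genes in each library, on log axes that differ between panels, by JIB-04 dose; points are libraries (green OCI-Ly1, purple TMD8) and black bars are means of 3 technical replicates. The 8 genes were picked for plotting from the named genes after their values were seen, and CHAC1 and SESN2 rise with dose in both lines while HIST1H1B and PLK1 fall.

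In OCI-Ly1 at 500 nM the largest rises by the naming rule were those of SPNS3, ROCK1P1 and CHAC1. SPNS3 rose from 1.34 ± 0.374 CPM with DMSO to 6.67 ± 0.678 at 150 nM and 48.1 ± 3.47 at 500 nM (log2 fold change 5.19, SE 0.14, edgeR adjusted p 4.6e-15); it was under the count filter in TMD8. ROCK1P1, a pseudogene similar in sequence to ROCK1, rose from 3.48 ± 0.378 to 100.1 ± 8.97 CPM (4.83, SE 0.11, edgeR adjusted p 1.2e-15), and in TMD8 from 1.35 ± 0.145 to 7.42 ± 0.672 CPM. The largest falls were those of CYP1A1, FCRL2 and CAMP. CYP1A1 went from 38.97 ± 4.81 to 8.57 ± 0.501 CPM (-2.18, SE 0.10, edgeR adjusted p 3.9e-12) but rose in TMD8 from 8.62 ± 0.698 to 13.8 ± 0.909 CPM (0.68, SE 0.10, edgeR adjusted p 1.2e-05), a rise not past the threshold on log2(TPM + 0.1) or log2(TPM + 1) (0.29 and 0.22, limma adjusted p 0.065 and 0.072); the difference was -2.84 (SE 0.15, edgeR adjusted p 5.8e-14). FCRL2 went from 34.7 ± 0.222 to 6.79 ± 0.413 CPM (-2.35, SE 0.08, edgeR adjusted p 8.1e-14), and in TMD8 it was at 131 ± 5.96 and 133 ± 7.63 CPM (0.02, edgeR adjusted p 0.73), but was called higher with library size alone (0.12, edgeR adjusted p 0.049) and lower on log2(TPM + 1) (-0.34, limma adjusted p 0.0082). The lines differed by -2.35 (SE 0.10, edgeR adjusted p 7.7e-16). CAMP went from 11.4 ± 0.808 to 1.94 ± 0.256 CPM (-2.55, SE 0.15, edgeR adjusted p 1.2e-10) and was under the filter in TMD8.

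In TMD8 at 500 nM the largest rises were those of HSPA6, HSPA1A and MT1E. HSPA6 rose from 1.30 ± 0.349 CPM to 17.5 ± 8.63 at 150 nM and 216 ± 9.69 at 500 nM (log2 fold change 7.37, SE 0.26, edgeR adjusted p 4.5e-13). HSPA1A, which has a near-identical copy in HSPA1B, rose from 2.31 ± 0.904 to 196 ± 10.1 CPM (6.37, SE 0.23, edgeR adjusted p 4.2e-13). MT1E, one of a family of similar metallothionein genes, rose from 0.452 ± 0.105 to 31.2 ± 1.91 CPM (6.09, SE 0.16, edgeR adjusted p 7.3e-14). The largest falls were those of CDC20, C7orf55-LUC7L2 and PLK1. CDC20 went from 140.4 ± 8.90 to 61.1 ± 9.97 and 23.5 ± 2.95 CPM (-2.59 at 500 nM, SE 0.10, edgeR adjusted p 1.1e-12), and PLK1 from 193 ± 14.02 to 87.6 ± 13.6 and 25.1 ± 1.005 CPM (-2.93, SE 0.09, edgeR adjusted p 1.8e-13). C7orf55-LUC7L2, a read-through locus that overlaps its parent genes, went from 8.03 ± 6.08 to 1.26 ± 0.117 CPM (-2.64, SE 0.48, edgeR adjusted p 1.1e-04). It had 77 to 237 counts in a DMSO library, and changed by -2.95 without the second DMSO library and by -1.85 without the first. In OCI-Ly1 it did not change detectably (-0.04, edgeR adjusted p 0.81), and the lines differed by 2.62 (SE 0.52, edgeR adjusted p 2.0e-04). In OCI-Ly1 CDC20 fell by 1.16 and PLK1 fell by 1.46 on the log2 scale. In OCI-Ly1 HSPA6 had 2 to 4 counts in a DMSO library and reached 1.59 ± 0.439 CPM at 500 nM.

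Among the 4277 genes that met the naming conditions in both lines, 3302 changed in the same direction. CHAC1, SLC6A9 and SESN2 had the largest rises in both. CHAC1 rose from 4.28 ± 0.757 to 14.4 ± 0.661 and 106 ± 7.29 CPM in OCI-Ly1 (log2 fold change at 500 nM 4.62, SE 0.10, edgeR adjusted p 5.3e-16) and from 0.478 ± 0.161 to 17.1 ± 2.37 and 28.7 ± 1.31 CPM in TMD8 (5.86, SE 0.17, edgeR adjusted p 1.0e-13). SLC6A9 rose by 4.09 in each line, and SESN2 by 3.68 and 3.67, from 16.1 ± 1.10 to 207 ± 14.8 CPM in OCI-Ly1 and from 2.71 ± 0.382 to 34.7 ± 2.92 CPM in TMD8. The largest falls in both lines were those of the histone genes HIST1H2BM, HIST1H1B and HIST2H2BF. HIST1H1B went from 2477 ± 137 to 634 ± 32.7 CPM in OCI-Ly1 (-1.97, SE 0.05, edgeR adjusted p 2.7e-15) and from 947 ± 63.3 to 209 ± 7.53 CPM in TMD8 (-2.18, SE 0.08, edgeR adjusted p 4.2e-13). HIST1H2BM changed by -1.995 and -2.47, and HIST2H2BF by -1.95 and -2.44. Histone genes share long stretches of sequence, so the value of a single member is uncertain; the sum of 73 replication-dependent histone genes, chosen after values were seen, changed by -1.40 and -1.69.

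Gene lists were compared with all other genes in each dose against DMSO, 56 tests in all. With camera's preset correlation, 6 lists passed the threshold in OCI-Ly1 at 150 nM and 8 at 500 nM, and 9 and 8 in TMD8. Splits of the same 6 libraries that did not follow the treatment passed a median of 2 and 6 lists in OCI-Ly1 and 7 and 6 in TMD8. Such splits keep part of the treatment difference, so they do not show how many lists pass without an effect. With the correlation estimated from the libraries, the alternative that moved the numbers for the treatment groups most, 2, 2, 1 and 0 passed. Only the integrated stress response list (both doses in OCI-Ly1, 150 nM in TMD8) and the p53 list (both doses in OCI-Ly1) held under it. Under fry all calls held except those of the mitotic and ribosome biogenesis lists in OCI-Ly1 at 150 nM, and further lists passed, as given at each. The correlations estimated in the fit of all 18 libraries ran from 0.00956 for the ZNF list, under the preset of 0.01, to 0.531 (median 0.127). Those of the other 13 lists were above the preset.

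The integrated stress response list had 29 tested members. Its median log2 fold change was 0.43 at 150 nM and 1.59 at 500 nM in OCI-Ly1, with 29 of 29 members higher at both doses (camera adjusted p 3.2e-38 and 4.5e-21). In OCI-Ly1, 21 were called higher over all genes and 27 adjusted over the list alone at 150 nM, and 29 both ways at 500 nM. In TMD8 the medians were 0.71 and 1.08, with 27 and 26 members higher (camera adjusted p 2.2e-14 and 4.0e-10), of which 25 and 24 were called over all genes and 26 and 24 adjusted over the list alone; 1 was called lower at each dose, both ways. ATF3 rose from 0.379 ± 0.195 to 28.5 ± 4.97 CPM in OCI-Ly1 (6.13, SE 0.22, edgeR adjusted p 1.5e-13) and from 46.2 ± 0.527 to 100.2 ± 2.12 CPM in TMD8 (1.12, SE 0.05, edgeR adjusted p 2.4e-12), a difference of 5.04 (SE 0.22, edgeR adjusted p 2.0e-15). CEBPB rose by 4.10 and 3.02.

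The p53 target list had medians of 0.15 and 0.64 in OCI-Ly1 at 150 and 500 nM, with 23 and 22 of 27 members higher (camera adjusted p 5.4e-08 and 1.5e-05), and 0.88 and 1.29 in TMD8, with 27 and 28 of 28 members higher (camera adjusted p 3.3e-17 and 5.9e-14). Members called higher over all genes numbered 4 and 20 in OCI-Ly1 and 26 and 28 in TMD8; adjusted over the list alone they numbered 10 and 22, and 27 and 28. Called lower in OCI-Ly1 were 0 and 4, or 2 and 5 adjusted over the list alone, and 0 in TMD8, both ways. With genes at the floor set to their bounds, the OCI-Ly1 median at 150 nM was 0.13. PHLDA3 rose from 0.638 ± 0.256 to 3.86 ± 0.388 CPM in OCI-Ly1 and from 3.66 ± 0.501 to 42.5 ± 2.50 CPM in TMD8. GDF15 had at most 2 counts in any DMSO library of either line and reached 2.04 ± 0.233 and 11.2 ± 0.293 CPM at 500 nM.

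The metal-responsive list had 6 tested members in OCI-Ly1 and 7 in TMD8. In TMD8 all 7 were called higher at both doses, with medians of 1.94 and 4.08 (camera adjusted p 2.7e-05 and 2.5e-06). In OCI-Ly1 all 6 were called higher at 500 nM, with a median of 4.12, or 3.29 with members at the floor set to their bounds (camera adjusted p 3.6e-05), and 0 at 150 nM (median 0.22, or 0.07 with the bounds, 0.04 without the second 150 nM library and 0.33 without the first DMSO library, camera adjusted p 0.25); all these numbers were the same adjusted over the list alone. MT1H, MT1E and MT1G reached 35.6 ± 4.999, 31.2 ± 1.91 and 36.3 ± 2.91 CPM at 500 nM in TMD8. In OCI-Ly1, MT1E and MT1G had at most 1 count in any DMSO library and reached 1.41 ± 0.259 and 1.25 ± 0.314 CPM.

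The mitotic list of 28 genes had medians of -0.63 in OCI-Ly1 at 500 nM (28 of 28 lower, 27 called over all genes and 27 adjusted over the list alone, camera adjusted p 5.9e-14), and -0.71 and -1.37 in TMD8 at 150 and 500 nM (28 of 28 lower and called, over all genes and adjusted over the list alone, camera adjusted p 2.0e-16 and 5.1e-16). Its OCI-Ly1 call at 150 nM (median -0.03, camera adjusted p 0.010) was lost without the third DMSO library (camera adjusted p 0.22), the first 150 nM library (0.38) or the second (0.057), and the median ran from -0.08 without the third 150 nM library to 0.01 without the third DMSO library; 0 members were called over all genes and 4 adjusted over the list alone. At 500 nM CCNB1 changed by -1.27 in OCI-Ly1 and -2.45 in TMD8. The ribosome biogenesis list of 29 genes had medians of -0.06 and -0.32 in OCI-Ly1 (camera adjusted p 0.038 and 6.2e-06) and -0.41 and -0.79 in TMD8 (camera adjusted p 1.2e-12 and 2.7e-13). In OCI-Ly1 0 members were called at 150 nM, and 23 lower and 3 higher at 500 nM, and in TMD8 all 29 at both doses, the same adjusted over the list alone. The OCI-Ly1 call at 150 nM was lost without the first DMSO library (camera adjusted p 0.095), the second (0.12, with a median of -0.03) or the second 150 nM library (0.34). MYC, a member of this list, changed by 0.34 in OCI-Ly1 (SE 0.05) and -1.16 in TMD8 (SE 0.06), a difference of 1.53 (SE 0.08, edgeR adjusted p 5.8e-14), RRS1 by -0.32 (-0.19 on log2(TPM + 1), limma adjusted p 0.053) and -1.16, and NOP16 by -0.61 and -1.15. The DNA replication list of 31 genes had medians of 0.03 and 0.07 in OCI-Ly1 (camera adjusted p 0.21 and 0.89; 0.01 without the third DMSO library at 150 nM and 0.02 without the first at 500 nM) and -0.26 and -0.30 in TMD8 (camera adjusted p 3.5e-06 and 0.0012). In TMD8, 22 and 21 members were called lower and 1 and 5 higher over all genes, and 23 and 21, and 2 and 5, adjusted over the list alone; in OCI-Ly1 0 were called at 150 nM, and 9 higher and 7 lower at 500 nM, both ways. GINS1 changed by -0.38 and -0.74 at 500 nM, CCNE2 by 0.52 and 1.004, and MCM5 by 0.07 (edgeR adjusted p 0.31) and -0.66, a difference of 0.76 for MCM5 (SE 0.08, edgeR adjusted p 1.2e-08); MCM5 in OCI-Ly1 was called higher with library size alone (0.15, edgeR adjusted p 0.026) and on log2(TPM + 0.1) and log2(TPM + 1) (0.21 and 0.20, limma adjusted p 0.014 and 0.0135), and was -0.02 on the centred TPM scale.

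The H3K9 methylation and heterochromatin list of 23 genes did not pass the threshold in OCI-Ly1 (medians 0.02 and -0.05, camera adjusted p 0.26 and 0.35, though the fry adjusted p at 500 nM was 0.025; 0.05 without the third DMSO library at 150 nM and -0.10 without the second 500 nM library at 500 nM) and was lower in TMD8 (medians -0.21 and -0.35, 17 and 19 lower, camera adjusted p 0.0080 and 0.0024). In TMD8, 13 and 16 members were called lower over all genes, and 14 and 16 adjusted over the list alone; 3 and 4 were called higher, both ways. In OCI-Ly1 0 were called at 150 nM, and 3 higher and 7 lower at 500 nM, both ways. SUV39H1 fell in TMD8 by 0.85 (SE 0.07) and moved by -0.14 in OCI-Ly1 (edgeR adjusted p 0.15; 0.011 with the GC trend removed and 0.023 on the centred TPM scale), a difference of 0.74 (SE 0.11, edgeR adjusted p 6.0e-06). PRDM2 rose by 0.55 and 0.92. DNMT3A rose by 0.86 in OCI-Ly1 and did not change detectably in TMD8 (-0.01, edgeR adjusted p 0.93; 0.09 with library size alone), but was called lower on the TPM scales (-0.16 centred, -0.44 on log2(TPM + 0.1) and -0.41 on log2(TPM + 1); limma adjusted p 0.0074, 8.8e-04 and 9.8e-04), a difference of 0.89 (SE 0.09, edgeR adjusted p 2.4e-08).

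NF-kB targets were higher in OCI-Ly1 at 500 nM (17 members, median 0.64, 12 called higher over all genes and 14 adjusted over the list alone, 2 lower both ways, camera adjusted p 2.5e-04) and in TMD8 at 150 nM (20 members, median 0.20, 12 called higher and 4 lower, both ways, camera adjusted p 0.015). They did not pass at 150 nM in OCI-Ly1 (median -0.06, or -0.01 without the first DMSO library, camera adjusted p 0.66; 1 called higher, both ways) or at 500 nM in TMD8 (0.10, camera adjusted p 0.18, fry adjusted p 1.1e-04; 10 called higher and 4 lower, both ways). ICAM1 rose by 3.61 in OCI-Ly1 (1.48 ± 0.222 to 18.4 ± 0.117 CPM) and changed by -0.38 in TMD8 (87.9 ± 1.70 to 67.7 ± 2.92 CPM), a difference of 4.02 (SE 0.12, edgeR adjusted p 2.4e-18). LTA rose by 1.69 and 1.60 and IER3 by 1.49 and 0.36, the last -0.02 on log2(TPM + 1). Cholesterol synthesis genes (23) were lower in OCI-Ly1 at both doses (medians -0.11 and -0.26, camera adjusted p 3.5e-04 and 0.0012) and in TMD8 at 150 nM (-0.24, camera adjusted p 0.0039) but not at 500 nM (-0.04, camera adjusted p 0.89; 0.05 with library size alone and -0.01 without the first 500 nM library). Called lower over all genes were 0 and 13 in OCI-Ly1 and 15 and 7 in TMD8, and called higher were 0 and 1, and 2 and 6. Adjusted over the list alone, 3 and 13, and 16 and 7, were called lower, and 0 and 1, and 3 and 6, higher. LSS rose by 1.40 in TMD8 (237 ± 14.9 to 625 ± 13.8 CPM) and was -0.05 in OCI-Ly1 (edgeR adjusted p 0.60; 0.15 on log2(TPM + 1), and -0.12 with the GC trend removed, edgeR adjusted p 0.0496), a difference of -1.42 (SE 0.10, edgeR adjusted p 1.9e-11). HMGCS1 changed by -0.74 in OCI-Ly1 and 0.03 in TMD8 (edgeR adjusted p 0.64; 0.13 with library size alone, edgeR adjusted p 0.030, and -0.33 on log2(TPM + 1), limma adjusted p 0.018), a difference of -0.74 (SE 0.08, edgeR adjusted p 6.9e-08).

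Hypoxia-inducible genes (32 in OCI-Ly1, 31 in TMD8) were lower in OCI-Ly1 at 150 nM (median -0.24, 28 of 32 lower, camera adjusted p 9.2e-10), where 10 were called lower over all genes and 14 adjusted over the list alone. They did not pass at 500 nM (median 0.00, camera adjusted p 0.36, 9 called higher and 12 lower, both ways) or in TMD8 (-0.15 and -0.06, camera adjusted p 0.14 and 0.59). The 500 nM median in OCI-Ly1 was -0.26 without the first DMSO library. In TMD8 the 150 nM median was -0.31 without the second DMSO library, and the list passed there with library size alone (-0.06, camera adjusted p 0.042) and under fry (fry adjusted p 0.019). The 500 nM median in TMD8 ran from -0.10 without the third DMSO library to -0.02 without the first. The difference between the lines was not past the threshold (camera adjusted p 0.57 at 150 nM and 0.66 at 500 nM). Over all genes, 8 were called higher and 15 lower in TMD8 at 150 nM and 11 and 12 at 500 nM; adjusted over the list alone, 8 and 16, and 11 and 12. VEGFA rose by 2.90 in OCI-Ly1 and 0.79 in TMD8. NDRG1 rose in TMD8 from 3.37 ± 0.342 to 17.9 ± 0.598 CPM and in OCI-Ly1 from at most 3 counts in a DMSO library to 1.49 ± 0.169 CPM. ADM was at 4.41 ± 0.142 and 4.49 ± 0.140 CPM in OCI-Ly1 (0.03, edgeR adjusted p 0.89, but -0.09 on the centred TPM scale), and in TMD8 went from 0 to 5 counts in a DMSO library to 31 to 63 at 500 nM, a difference of -4.66 (SE 0.48, edgeR adjusted p 1.5e-08).

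The B-cell identity, interferon-stimulated and ZNF lists passed the threshold in no contrast with camera. Under fry they passed at 500 nM in both lines, and the ZNF list also at 150 nM in TMD8. At 500 nM in OCI-Ly1 and TMD8 the fry adjusted p was 0.0072 and 0.024 for B-cell identity, 0.0038 and 0.0022 for interferon-stimulated genes, and 0.0072 and 0.019 for ZNF genes, which had 0.033 at 150 nM in TMD8. The B-cell medians (32 members) were -0.05 and -0.22 in OCI-Ly1 and 0.03 and -0.06 in TMD8 (camera adjusted p 0.14, 0.14, 0.90 and 0.62). The first was -0.02 without the second 150 nM library. The third ran from 0.01 without the second DMSO library to 0.05 without the second 150 nM library, and the last from -0.09 without the first 500 nM library to -0.02 without the second. At 500 nM 9 members were called higher and 17 lower in OCI-Ly1, and 11 and 14 in TMD8; adjusted over the list alone, 10 and 17, and 12 and 14. At 150 nM 2 and 0 were called in OCI-Ly1 and 7 and 9 in TMD8; adjusted over the list alone, 2 and 3, and 8 and 9. The interferon medians (33 and 34 members) were 0.02, -0.05, 0.06 and 0.14 (camera adjusted p 0.44, 0.98, 0.59 and 0.59). The first was 0.07 without the third DMSO library, and the third 0.02 without the second. The second was 0.08 without the first DMSO library and -0.15 without the third 500 nM library, and the last was 0.04 without the first 500 nM library. Called higher and lower were 1 and 0, and 9 and 11, in OCI-Ly1 at the 2 doses, and 10 and 9, and 12 and 7, in TMD8; adjusted over the list alone only the 11 changed, to 13. The ZNF medians (427 and 388 members) were 0.01, 0.10, 0.03 and 0.07 (camera adjusted p 0.47, 0.12, 0.36 and 0.52). The first was 0.04 without the first 150 nM library, and the third 0.01 without the first DMSO library. At 500 nM 142 were called higher and 66 lower in OCI-Ly1 and 90 and 70 in TMD8; adjusted over the list alone, 141 and 65, and 78 and 68. At 150 nM 0 and 1 were called in OCI-Ly1, both ways, and 52 and 46 in TMD8, or 42 and 38 adjusted over the list alone. Genes of all these lists moved both ways, so a median near 0 includes members that changed.

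**Figure D3:**
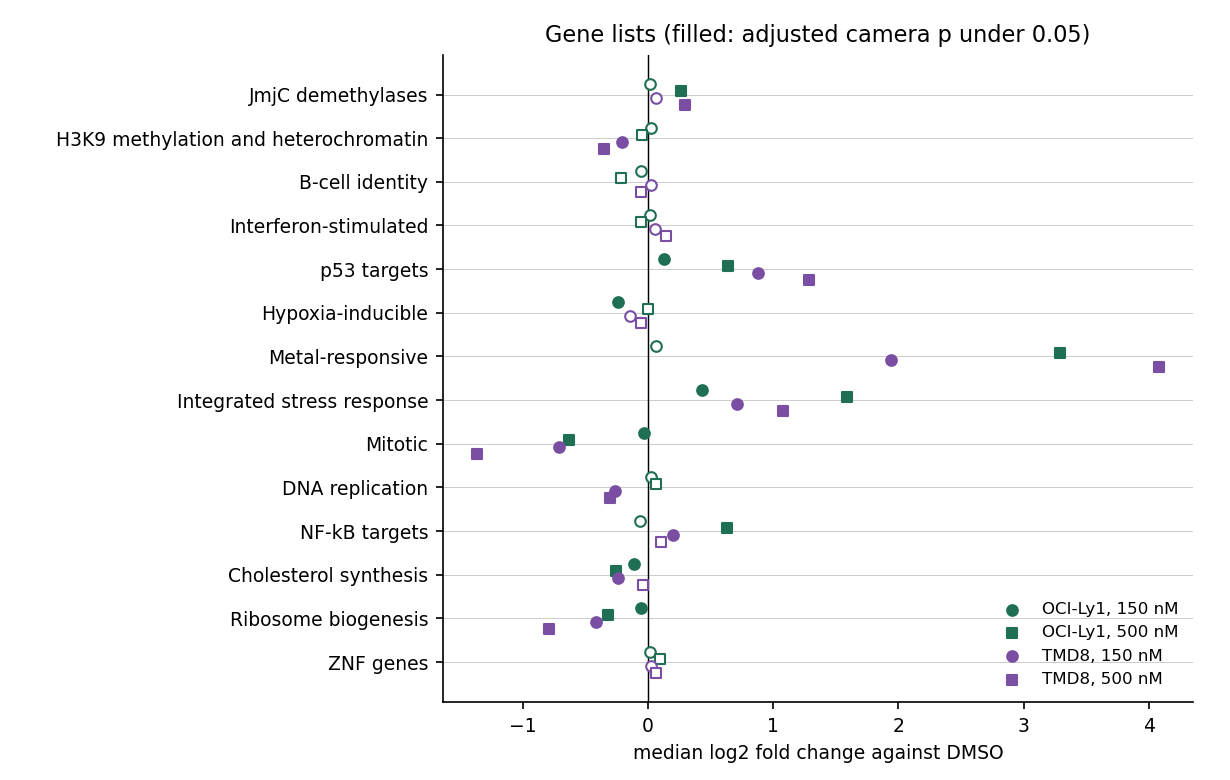
Median log2 fold change against DMSO of each gene list, with members at the count floor set to their bounds; circles are 150 nM and squares 500 nM, green OCI-Ly1 and purple TMD8, and filled symbols had a camera adjusted p under 0.05 over 56 tests with the preset correlation. The integrated stress response list is filled and above 0 in all 4 contrasts, with medians from 0.43 to 1.59.

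The lines were then compared with each other. Across the 14483 genes tested in both, the log2 fold changes at 150 nM had a Spearman rho of 0.0505 and a Pearson r of 0.108; this rho was 0.0057 without the first 150 nM library of OCI-Ly1 and 0.110 without the first DMSO library of TMD8. At 500 nM rho was 0.320 and r 0.401. The lines have separate DMSO libraries, so these values carry no shared control. At 150 nM 98 genes were called in both lines, 90 of them in the same direction. At 500 nM 5260 were called in both, 4028 in the same direction (76.6%; 2040 higher and 1988 lower) and 1232 in opposite directions.

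**Figure D4:**
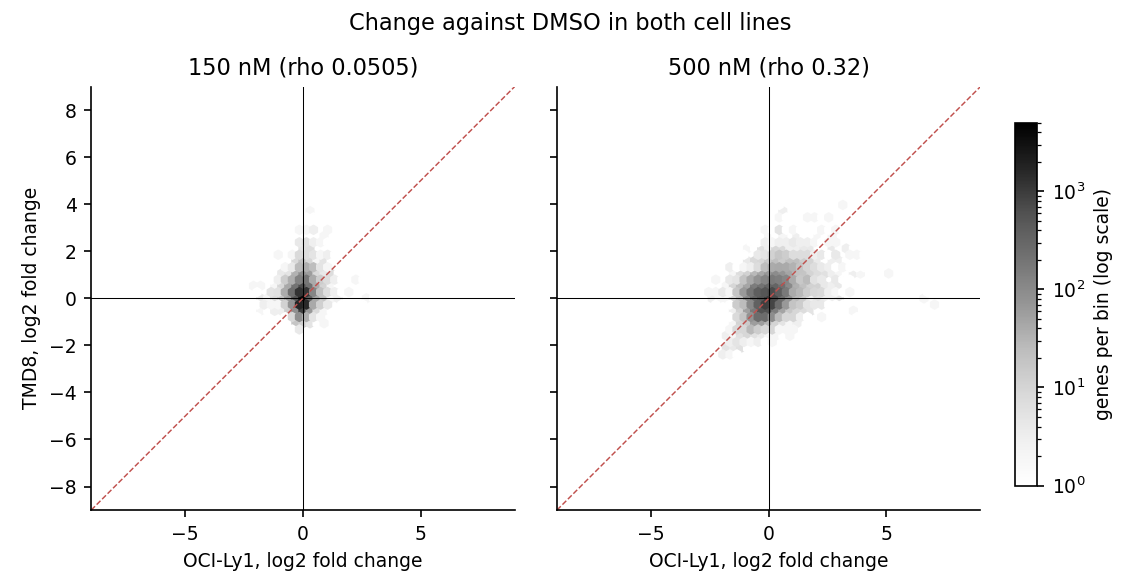
Log2 fold change against DMSO in OCI-Ly1 (horizontal) and TMD8 (vertical) for the 14483 genes tested in both lines, as hexagons shaded by number of genes on a log scale; the dashed line marks equal change. At 150 nM the genes spread mainly along the TMD8 axis (rho 0.0505), and at 500 nM along both (rho 0.320); values of genes at the count floor depend on the prior count.

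The difference between lines was tested for 16604 genes. At 150 nM it was past the threshold for 3867 genes (edgeR, adjusted p under 0.05), 2484 with a more positive change in OCI-Ly1 and 1383 with a more negative one, and 420 differed by at least 1 on the log2 scale. At 500 nM it was past the threshold for 7699 genes, 4690 and 3009, and 1779 differed by at least 1. Leaving out the third 150 nM library of TMD8 moved the 150 nM number most, to 2768. Among genes with more than 3 counts in each of the 12 libraries and a mean of at least 5 CPM in some group, the largest positive differences at 500 nM were those of C1orf95 (5.14, SE 1.04, edgeR adjusted p 2.4e-04) and TUBB2B (4.97, SE 0.22, edgeR adjusted p 2.0e-15). C1orf95 was at 98.2 ± 90.7 CPM in TMD8 with DMSO, with 168 to 3384 counts in its libraries. The highest of those libraries was 22.5 times the lowest in CPM, against a median of 1.11 over genes with a mean of at least 5 CPM. Its change in TMD8 was -2.50 (SE 0.68, edgeR adjusted p 0.0040, but limma adjusted p 0.057 on the centred TPM scale), or -1.59 without the second DMSO library. In OCI-Ly1 it was at 1.98 ± 1.08 CPM with DMSO, 4.15 ± 4.62 at 150 nM and 12.2 ± 2.21 at 500 nM (2.60 at 500 nM, SE 0.49, edgeR adjusted p 2.4e-04). TUBB2B rose in OCI-Ly1 from 0.398 ± 0.0749 to 9.12 ± 1.35 CPM and changed in TMD8 from 42.9 ± 1.45 to 31.2 ± 2.29 CPM. Genes left out by the count limit also had large differences, among them ATF3 (5.04), with 3 counts in 1 OCI-Ly1 DMSO library, and ADM (-4.66), with 0 to 5 counts in the TMD8 DMSO libraries. Among the same genes the largest negative differences were those of HSPA1A (-7.08, SE 0.43, edgeR adjusted p 9.1e-13) and PRX (-4.29, SE 0.24, edgeR adjusted p 1.2e-13). PRX went from 89.1 ± 7.61 to 21.2 ± 1.51 CPM in OCI-Ly1 and from 1.09 ± 0.222 to 5.13 ± 0.626 CPM in TMD8. HSPA1A was at 5.80 ± 3.26 and 3.23 ± 0.938 CPM in OCI-Ly1, a change of -0.80 (edgeR adjusted p 0.026) that was lost without the second DMSO library (-0.27, edgeR adjusted p 0.32), the second 500 nM library (edgeR adjusted p 0.080) or the third (edgeR adjusted p 0.11), and on log2(TPM + 0.1) and log2(TPM + 1) (limma adjusted p 0.14 on both). With the counts of its copy HSPA1B added, the difference between lines was -3.17 (limma), and TUBB2B with TUBB2A differed by 1.57 (limma).

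Among lists, 8 differed between the lines at each dose with the preset correlation, but 1 and 0 with the correlation estimated. At 500 nM the medians of the difference (OCI-Ly1 minus TMD8) were 0.74 for the mitotic list, 0.71 for the integrated stress response, 0.56 for ribosome biogenesis, 0.45 for NF-kB targets, 0.29 for H3K9 methylation and heterochromatin, 0.27 for DNA replication, -0.27 for cholesterol synthesis and -0.54 for p53 targets (camera adjusted p 1.7e-10, 3.7e-05, 3.0e-08, 0.047, 0.028, 6.6e-04, 0.0072 and 1.4e-06). At 150 nM they were 0.71 for the mitotic list, 0.39 for ribosome biogenesis, 0.28 for DNA replication, 0.19 for H3K9 methylation and heterochromatin, -0.25 for NF-kB targets, -0.27 for the metal-responsive list, -0.29 for the integrated stress response and -0.65 for p53 targets (camera adjusted p 1.1e-20, 8.8e-13, 3.0e-08, 0.0021, 0.033, 6.6e-04, 3.4e-04 and 1.2e-16). The metal-responsive median is given without bounds. It includes members at the count floor in OCI-Ly1, such as MT1E and MT1G, whose values depend on the prior count. The JmjC list as a whole was not past the threshold at either dose (medians -0.04 and 0.05, camera adjusted p 0.31 and 0.59). Of its 22 members, 4 were called for the difference at 150 nM and 12 at 500 nM, so a median near 0 includes members that differed.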

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

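Of the tests in this part, the reshuffled labellings, library size alone for the number of genes, leaving out each library for single genes and the question of medium were set before the data were seen; all others, thinning included, were chosen only after the result was seen.

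The response to JIB-04 differed between the lines, by a test of the difference itself, for 3867 genes at 150 nM and 7699 at 500 nM. Reshuffling the treatment labels within each line gave as many genes in 1 of 30 labellings at each dose, the real one included, although the largest other labelling still gave 3416 genes at 150 nM and 5481 at 500 nM. Sequencing depth was not the whole cause, since 3077 and 6347 genes were called after all libraries were thinned to the smallest. Composition scaling was not the whole cause either, since library size alone gave 3652 and 7603. With limma, which called 3914 and 7902 genes uncorrected, removing each library's trend left 4219 and 8109 genes for GC content, 4119 and 7964 for transcript length, and 3101 and 7085 for expression level. A different effective dose alone, with OCI-Ly1 at 500 nM like TMD8 at 150 nM, would move shared genes the same way. Of 3992 genes called in both of those contrasts, 845 went opposite ways (rho across genes 0.278), and of 5260 called in both lines at 500 nM, 1232 did. Each line was grown in 1 medium at both doses (1 at 150 nM and 1 at 500 nM), so line and medium cannot be told apart for these genes. A difference between the lines themselves stays open, as do differences between single cultures, since the labels call the replicates technical and do not state separate cultures.

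With camera's preset correlation, 8 gene lists differed between the lines at each dose. At 150 nM the median differences, OCI-Ly1 minus TMD8 on the log2 scale, were 0.19 for H3K9 methylation and heterochromatin, -0.65 for p53 targets, -0.27 for the metal-responsive list and -0.29 for the integrated stress response. They were 0.71 for the mitotic list, 0.28 for DNA replication, -0.25 for NF-kB targets and 0.39 for ribosome biogenesis. At 500 nM they were 0.29 for H3K9 methylation and heterochromatin, -0.54 for p53 targets, 0.71 for the integrated stress response and 0.74 for the mitotic list. They were 0.27 for DNA replication, 0.45 for NF-kB targets, -0.27 for cholesterol synthesis and 0.56 for ribosome biogenesis. The metal-responsive median at 150 nM includes members at the count floor in OCI-Ly1 and is given without bounds. Correlation among list members may account for the number of lists. With the correlation estimated, 1 list passed at 150 nM and 0 at 500 nM, of 28 tests of lists. With the preset value 8 had passed at each dose. Fry gave 8 and 11, but it tests members without the other genes and so does not bear on this. Reshuffled labellings gave as many lists in 8 of 30 at 150 nM and 9 of 30 at 500 nM. The other labellings gave a median of 6 and 7 of the 14 lists, so the number of lists did not set the real labels apart from them. Reshuffled labellings keep part of the treatment difference, so they do not decide whether the list calls arose without an effect. After the trend on expression level was removed 9 and 6 lists passed. Since the number of lists did not set the real labels apart, this does not test expression level as a cause for the lists, and that cause stays open. The members were also tested 1 by 1 for the difference (edgeR, adjusted p under 0.05), where 23.3% and 46.4% of all tested genes passed at 150 and 500 nM. Of 28 mitotic genes 28 and 26 passed, of 29 ribosome biogenesis genes 27 and 25, of 28 p53 targets 22 and 17, of 30 integrated stress response genes 19 and 24, and of 31 DNA replication genes 19 and 22. Of 23 H3K9 methylation and heterochromatin genes 11 and 17 passed, of 20 NF-kB targets 8 and 12, of 23 cholesterol synthesis genes 8 and 14, and of 7 metal-responsive genes 1 and 3. Members also passed in the lists that were past the threshold at neither dose. Of 22 JmjC genes 4 and 12 passed, of 33 B-cell identity genes 10 and 21, and of 32 hypoxia-inducible genes 13 and 19. Of 35 interferon-stimulated genes 9 and 19 passed, and of 435 ZNF genes 42 and 136. A difference between the lines in these genes stays open as a hypothesis, with medium and cultures not told apart from it by the design.

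Single genes were named for the largest differences at 500 nM among genes with more than 3 counts in each of the 12 libraries. HSPA1A differed by -7.08, and reads split between HSPA1A and its copy HSPA1B were not the whole cause, since the sum of both genes still differed by -3.17 (limma adjusted p 1.6e-13). TUBB2B differed by 4.97, and the sum of TUBB2A and TUBB2B differed by 1.57 (limma adjusted p 7.6e-12), so the division of reads was not the whole cause. Each copy's own level enters its sum, so whether read division changed the size of either difference was not tested. PRX differed by -4.29 and by -4.20 after thinning, which argues against depth. For these 3 genes a difference between the lines is a hypothesis, with medium and culture left open. C1orf95 differed by 5.14, but its highest TMD8 DMSO library was 22.5 times its lowest, against a median of 1.11 over 10959 genes with a mean of at least 5 CPM, and it was the only such gene with a ratio that high. Unequal assignment of reads between libraries of 1 group could account for its change in TMD8 (-2.50, and -1.59 to -3.59 with any 1 library left out). C1orf95 also rose in OCI-Ly1 by 2.60 (SE 0.49, edgeR adjusted p 2.4e-04; 2.34 to 3.17 with any 1 library left out), from 1.35 to 3.23 CPM in the DMSO libraries to 10.4 to 14.7 CPM at 500 nM. The 150 nM libraries there ran from 1.16 to 9.47 CPM, so uneven libraries occurred in that line as well, and that part of the difference stays open.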

How the results depend on the processing

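The settings that thinned the counts, centred the TPM values, removed GC trends or added another split as a term were chosen after the data were seen, as were all alternatives for the list differences between lines; the others were set earlier.

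RLE size factors left all 123 results they were run for on the same side. DESeq2 left 113 of 117, thinning 121 of 123, no low-count filter 118 of 123, library size alone 177 of 187, removal of the GC trend 110 of 117, and the filter of at least 10 counts 103 of 111. The TPM scales left fewer: 97 of 117 when centred, 93 of 117 with 0.1 added and 89 of 117 with 1 added. Besides the results given below, library size made 6 others stronger, the GC trend 2, fry 10 stronger and 2 weaker, and the estimated correlation 26 weaker. The centred TPM scale made 2 weaker and 3 stronger, each of the other TPM scales 5 weaker and 2 stronger, and the 10-count filter, no filter and thinning 1 stronger each. Where no reason is given below, the cause was not tested.

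For 150 nM against DMSO in OCI-Ly1 (117 genes higher, 22 lower, 30 past a log2 change of 1) DESeq2 called 190 higher and 49 lower, and removal of the GC trend 210 and 58. No filter gave 220 higher, 103 lower and 82 past 1. Only the 2 groups compared gave 71, 10 and 18, with fewer libraries in the fit. The centred TPM scale gave 49, 1 and 11, log2(TPM + 0.1) 73 and 1, and log2(TPM + 1) 60, 1 and 11. The other split as a term gave 47 lower. The filter of at least 10 counts gave 18 past 1, and glmTreat, which tests against the change itself, 6.

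For 500 nM against DMSO in OCI-Ly1 both log2(TPM + 0.1) and log2(TPM + 1) called 2240 genes lower. Genes past 1 numbered 829 with the 10-count filter, which drops low genes, 509 with glmTreat, 487 on the centred TPM scale and 572 on log2(TPM + 1). For 500 nM against 150 nM in OCI-Ly1 the centred TPM scale called 2519 higher and 5403 lower, and log2(TPM + 0.1) and log2(TPM + 1) called 1854 and 1860 lower. Genes past 1 numbered 558, 315, 386 and 388 with the 10-count filter, glmTreat, the centred TPM scale and log2(TPM + 1).

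For 150 nM against DMSO in TMD8, log2(TPM + 0.1) and log2(TPM + 1) called 1204 and 1129 higher. Genes past 1 numbered 283 with the 10-count filter, 123 with glmTreat, 115 on the centred TPM scale, 308 on log2(TPM + 0.1) and 123 on log2(TPM + 1). For 500 nM against DMSO in TMD8 the TPM scales called 1764 and 1751 higher and 7576 and 7581 lower; genes past 1 numbered 695 with glmTreat and 590 on the centred TPM scale. For 500 nM against 150 nM in TMD8 DESeq2 called 1396 higher and 119 past 1, log2(TPM + 0.1) 422 higher and 4146 lower, and log2(TPM + 1) 464 higher, 3980 lower and 78 past 1. Genes past 1 numbered 93 with the 10-count filter, 31 with glmTreat, 57 on the centred TPM scale and 397 with no filter. Spearman's coefficient between doses in TMD8 was 0.915 with the 10-count filter.

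With the correlation estimated, lists past the threshold numbered 2 and 2 in OCI-Ly1 and 1 and 0 in TMD8 at 150 and 500 nM, and 1 and 0 for the difference between lines. In the fit of all 18 libraries the estimated correlations, with a median of 0.127, were above the preset value for all lists but the ZNF list (0.00956). This gives the cause for the difference between lines. Correlations from fits within a line are not given, so the cause there was not shown.

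Directions reversed at 500 nM for small changes. After removal of the GC trend ADM in OCI-Ly1 was -0.047, C7orf55-LUC7L2 in OCI-Ly1 0.011 and KDM4B in OCI-Ly1 -0.046. On the centred TPM scale ADM in OCI-Ly1 was -0.092, FCRL2 in TMD8 -0.091, HMGCS1 in TMD8 -0.079, KDM4B in OCI-Ly1 -0.028 and MCM5 in OCI-Ly1 -0.021. With library size alone C7orf55-LUC7L2 in OCI-Ly1 was 0.048, DNMT3A in TMD8 0.087, LSS in OCI-Ly1 0.036 and the cholesterol list in TMD8 0.054. DNMT3A in TMD8 was 0.017 with the 10-count filter and 0.0073 after thinning, but it was called lower on the centred TPM scale, log2(TPM + 0.1) and log2(TPM + 1) (-0.16, -0.44 and -0.41). On log2(TPM + 0.1) and log2(TPM + 1) C7orf55-LUC7L2 in OCI-Ly1 was 0.093 and 0.090, LSS in OCI-Ly1 0.15 and 0.15, and in TMD8 IER3 was -0.018 and -0.018, KDM4B -0.090 and -0.082, and KDM5B -0.019 and -0.017. FCRL2 in TMD8 was -0.35 and -0.34 (limma adjusted p 0.0074 and 0.0082) and HMGCS1 in TMD8 -0.34 and -0.33 (limma adjusted p 0.017 and 0.018). Fry gave the opposite direction to camera for lists whose members went both ways: B-cell identity in TMD8 at 150 nM (median 0.028), cholesterol synthesis in TMD8 at 500 nM (-0.039) and interferon-stimulated genes in OCI-Ly1 at 500 nM (-0.053, fry adjusted p 0.0038).

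Leaving out each library in turn gave 1200 values for 189 results. By the same rule 1138 were kept, 20 moved, 22 reversed, 17 others were weaker and 3 others stronger. For 150 nM against DMSO in OCI-Ly1 the genes higher ran from 60 (without 150 nM library 2) to 264 (without 150 nM library 1), and the genes lower from 5 to 75 with the same libraries left out. Genes past 1 for 500 nM against 150 nM in TMD8 ran from 215 to 388, the last without 150 nM library 3. Spearman's coefficient between lines ran from 0.0057 (without OCI-Ly1 150 nM library 1) to 0.110 (without TMD8 DMSO library 1) at 150 nM and from 0.296 to 0.359 at 500 nM, and rho between doses from 0.436 (without 150 nM library 1) to 0.560 in OCI-Ly1 and from 0.848 to 0.903 in TMD8. Values that crossed a direction ran from -0.00043 to 0.046 for ADM in OCI-Ly1, -0.13 to 0.091 for C7orf55-LUC7L2 in OCI-Ly1, -0.033 to 0.019 for DNMT3A in TMD8 and -0.011 to 0.066 for FCRL2 in TMD8. Lists whose tested direction crossed had medians from 0.014 to 0.049 for B-cell identity in TMD8 at 150 nM, -0.051 to -0.0052 for cholesterol synthesis in TMD8 at 500 nM and 0.024 to 0.070 for DNA replication in OCI-Ly1 at 500 nM. The others ran from -0.15 to 0.084 for interferon-stimulated genes in OCI-Ly1 at 500 nM, -0.081 to -0.013 for NF-kB targets and 0.0070 to 0.037 for ZNF genes, both in OCI-Ly1 at 150 nM.

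Whether replicate numbers pair libraries was not settled, as different numbers were not compared. Of 18 same-number correlations of deviations across groups (-0.0545 to 0.146), 4 were over 0.1. With the number as a block, OCI-Ly1 at 150 nM had 48 genes lower, against 22, and lost its ribosome biogenesis call (camera adjusted p 0.052). TMD8 at 500 nM lost its JmjC call (camera adjusted p 0.082).

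SPNS3 and CAMP were under the count filter in TMD8 and were not tested there. SPNS3 had 0 to 3 counts in a TMD8 library and CAMP 0 in all 9, which allows up to 0.314 CPM in the smallest library. Levels such as those in OCI-Ly1 (48.1 CPM of SPNS3 at 500 nM and 11.4 CPM of CAMP with DMSO) were thus not hidden by depth in TMD8. Groups with at most 3 counts of a gene in every library gave no fold change.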

Other observations

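The patterns in this part were picked after looking through several properties of the data, and 56 tests were run for the closing section. The splits of the libraries, leaving out each library and the estimated correlation were set before the data were seen; all other tests, thinning included, were chosen only after the result was seen.

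Other splits of the 6 libraries of a contrast were counted, the real one included; with 10 splits the share cannot fall under 0.1. As many genes were called in 2 of 10 splits for 150 nM against DMSO in OCI-Ly1, and in 1 of 10 for each of the other contrasts (500 nM against DMSO: 1 in OCI-Ly1 and 1 in TMD8; 500 nM against 150 nM: 1 and 1; 150 nM against DMSO in TMD8: 1). As many lists passed in 1 of 10 splits for 150 nM and 3 of 10 for 500 nM against DMSO in OCI-Ly1, and in 2 of 10 and 1 of 10 in TMD8. The largest number of genes in any other split was 731 for 150 nM against DMSO in OCI-Ly1, where the treatment gave 139. For the other contrasts it was 0 or 1. A split that mixes libraries of both groups adds a large treatment difference to the spread within sides, so few genes can pass. Simulated unchanged groups gave at most 5 genes at a dose. For lists, other splits gave up to 5 and 8 in OCI-Ly1 at 150 and 500 nM, against 6 and 8. They gave up to 9 and 7 in TMD8, against 9 and 8. Other splits keep part of the treatment difference, so neither the gene nor the list numbers show what passes without an effect.

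In OCI-Ly1 at 150 nM, the split of DMSO libraries 1 and 2 and 150 nM library 1 against the others gave 731 genes, against 139 for the treatment. GC content may account for that split. Across 14804 genes with a known GC content its fold changes had a rho of -0.530 with GC content, against -0.184 for the treatment, and the 752 genes it called fell to 1 after each library's GC trend was removed. The treatment called 141 of the same 14804 genes, 280 after the GC trend was removed and 202 with the other split as a term. An earlier form of this test, a limma fit of the 6 libraries alone, called no gene under the split and so could not test it.

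The 73 replication-dependent histone genes, chosen after their values were seen, fell from 3.14% of counts with DMSO to 2.83% at 150 nM and 1.26% at 500 nM in OCI-Ly1, and from 1.42% to 0.845% and 0.467% in TMD8. At 500 nM 61 of 64 tested members were called lower and 2 higher in OCI-Ly1, and 59 of 63 and 2 in TMD8. Reads divided among near-identical members were not the cause, since the family sum changed by -1.40 in OCI-Ly1 and -1.69 in TMD8, with -1.32 and -1.60 by library size and -1.25 and -2.12 on TPM. Loss of short transcripts was not the whole cause, since 379 and 293 genes matched for length had medians of -0.15 and -0.27. Of 31 DNA replication genes, 9 were called higher and 7 lower in OCI-Ly1, and 5 and 21 in TMD8. In OCI-Ly1 this argues only against a fall of all S-phase genes alike. Fewer cells in S phase stay open in both lines, since S phase was not measured and these genes may not track it. A specific effect on histone transcripts, or on reads of transcripts without a poly(A) tail, was not tested and stays open.

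The hypoxia list was lower in OCI-Ly1 at 150 nM (median -0.24). Its median was -0.19 after the GC trend was removed (unadjusted camera p 1.1e-10) and at most -0.20 when any 1 library was left out (largest camera adjusted p 9.2e-06), so neither GC content nor a single library was the whole cause. It was no longer past the threshold with the correlation estimated (camera adjusted p 0.15). Oxygen or density differing between cultures cannot be told apart from the dose, since 0 columns of the sample table told cultures apart.

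Genes under 0.1 CPM in the 150 nM libraries gained reads at 500 nM. In OCI-Ly1 the 6953 such genes together rose from 111 ± 4.46 CPM with DMSO to 271 ± 8.41 CPM, 2.44 times, and in TMD8 the 6326 such genes rose from 84.1 ± 4.88 to 223 ± 13.6 CPM, 2.66 times. Of these genes 2549 rose and 961 fell in OCI-Ly1, and 2372 and 678 in TMD8. Background spread evenly over genes was simulated 100 times per line, over the 4254 and 3292 of these genes that had a count in the other line and so can take reads. In the simulations 87.5% to 89.99% of these genes rose in OCI-Ly1 and 68.2% to 71.8% in TMD8, against 49.3% and 51.3% in the libraries. The 20 genes with the largest gain held at most 3.77% and 4.74% of it in the simulations and 24.4% and 14.3% in the libraries. An earlier form set these 20 genes against an even share without simulation, which could not test it, since they were picked for their gain. The share of genes that rose argues against an even background as the whole cause. Background in proportion to transcript length was not tested, since length was known for 21.6% and 19.02% of these genes, and a wider transcription of silent genes is an untested hypothesis.

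In TMD8 at 500 nM low-expressed genes rose and abundant genes fell. Spearman's coefficient across genes between expression in the 150 nM libraries and the change from DMSO was -0.386, a value free of noise in the DMSO libraries on the expression axis, and was -0.0715 in OCI-Ly1. It was -0.381 after thinning, -0.367 after removal of the GC trend and -0.417 after removal of the length trend, so none of these was the whole cause. The tests of background reads added evenly to all genes pointed different ways. Across the 7681 more abundant genes rho was -0.135, which taken alone passed the limit set for even background. Genes were therefore picked on 1 DMSO library, and their gain was taken against the other DMSO libraries. Genes between 0.1 and 2 CPM gained 6.50, 8.17 and 6.18 times as much per gene as genes under 0.1 CPM with a count in OCI-Ly1 did, with DMSO libraries 1, 2 and 3 used to pick them (0.609 against 0.0985 CPM with library 3). This argues against even background as the whole cause, by a limit set after values were known. Earlier forms picked genes with the help of treated libraries, and so could not test it.

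Loci resembling ribosomal RNA spacers, chosen after their values were seen, rose in OCI-Ly1 at 500 nM by 1.81 (MIR3648), 2.14 (MIR3687), 3.02 (LINC00273), 2.63 (LOC284801), 2.67 (MIR663A) and 1.90 (MIR663B) on the log2 scale. In TMD8 the same 6 loci rose by 0.52, 0.48, 0.72, 1.01, 0.57 and 0.74 from much higher levels (MIR3648 at 10078 CPM with DMSO, against 35.1 in OCI-Ly1). LINC00273 rose by 1.18 more than MIR3648 in OCI-Ly1 (SE over libraries 0.27), but these were the loci with the largest and the smallest rise, picked after the values were seen. Incomplete ribosomal depletion by 1 factor cannot be told apart from a change in these loci, since reads from other sources would also make the rises unequal.

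HSPA6 and HSPA1A rose in TMD8 at 500 nM, but 14 other chaperone genes, listed after most of their values were seen, had a median log2 fold change of -0.85, with 2 called higher (BAG3 0.47 and DNAJB1 0.91) and 12 called lower. A rise of all heat-shock chaperone genes was therefore not what these data showed.

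On the TPM scale the median gene moved by 0.101 in OCI-Ly1 and -0.219 in TMD8 at 500 nM. Non-coding and unclassified genes took 29.5% of TPM with DMSO and 35.8% at 500 nM in OCI-Ly1, and 64.04% and 77.1% in TMD8. A larger share of these genes lowers the TPM of all others. In TMD8 it may account for the fall, since over protein-coding TPM the median turned to 0.259; the rise that this leaves was not explained. In OCI-Ly1 it was not the cause, since the median rose while the share did, and was 0.226 over protein-coding TPM.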
